A study of Homo sapiens with 12 samples. Its data were reported in "Integrated approaches to miRNAs target definition: time-series analysis in an osteosarcoma differentiative model" (2015).

How the data were processed

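Total RNA of SaOS-2 cells and of CD99 transfectants made from them was hybridized to Affymetrix HG-U133 Plus 2.0 arrays, 1 array per sample. Transfection was by calcium phosphate with neomycin selection. Cells were grown in routine medium and, after seeding, moved to medium with less serum, ascorbic acid and beta-glycerophosphate to drive differentiation. The authors deposited log2 values per probe set, made by them with RMA, which corrects the background, quantile-normalizes the arrays together and summarises the probes of a set. The submitters' processing notes name affy and RMA, with versions not given in the sources used here, and no genome build is named for these values. The table held 54675 probe sets for 12 arrays and had not been filtered.

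The labels gave 6 groups of 2 arrays, SaOS-2 and Sa/CD99 at days 0, 7 and 14. Parental arrays were numbered 1 and 2, and the arrays labelled Sa/CD99 carried the clone numbers 22 and 36. A clone number marks the same transfected line on each day, so it pairs the arrays of that line across days, and the differences between clones correlated between days with r = 0.58, 0.32 and 0.63 across probe sets. For the parental arrays the number marks nothing further in the labels (r = -0.04, 0.24 and -0.05).

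Probe sets were filtered by signal and spread as the study describes: those with a signal of 100 or less in at least 9 of the 12 arrays were left out, and those whose interquartile range (IQR) was no larger than the median IQR. The 62 control probe sets of the array were left out of the filters and tests. This was decided after the data were seen and departs from the written design, and a fit with them kept was run as an alternative. The study also kept only annotated probe sets. This step was not followed in the main fit, where probe sets with several genes or none enter the counts of probe sets, and a fit of probe sets with 1 gene was run as an alternative. Of 54613 other probe sets, 18677 passed the signal filter and 12894 were tested.

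Names came from the array annotation supplied with the platform, updated by gene ID to the names of the GRCh38.p14 assembly. Of the probe sets other than controls, 41091 had 1 gene, 1801 several and 11721 none, and among those tested 11499, 461 and 934. Of 41097 probe sets with 1 gene, controls included, 41043 were matched by gene ID and 54 kept the array's name. Probe sets with several genes were not named. For a gene with several probe sets, the one with the highest mean stood for it, which gave 7426 genes. Apart from CD99, probe sets of 1 gene differed in sign for RUNX2, COL1A1 and FN1 in some comparisons where the gene was not called, and for SMAD2 in the day 14 change of Sa/CD99. Chromosome arms were assigned to 7417 genes from the assembly, with rounded centromere positions taken from general knowledge, and no coordinates are given because the build of the array's design is not stated here.

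A linear model with a mean per group was fitted to the 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes; 6 residual and 3.183 prior degrees of freedom), so all groups shared the estimate of spread. The median SE was 0.14 for a comparison of 2 groups and 0.20 for an interaction. There were 9 comparisons: the lines on each day, days 7 and 14 against day 0 in each line, and the interaction of line and day for days 7 and 14. A probe set was called when its Benjamini-Hochberg adjusted p was at most 0.05 and its change at least 1.5-fold, the study's thresholds, and rose, fell, higher and lower are used of genes that passed both. Of a list or arm as a set they refer to the set test alone. Both CD99 probe sets passed the filters, and their values are from the same fit. On data simulated for the day 0 comparison over 12894 probe sets, 13 of 49 probe sets changed 1.5-fold were called (26.5%) and 35 of 50 changed 2-fold. Of those changed 4-fold 47 of 49 were called (95.9%), and of those changed 8-fold 49 of 49. Over all calls, those of 18q probe sets that were lowered in the same data included, 2.89% of called probe sets had not been changed. These rates hold for the simulated data. Pairs of clones differed more than parental pairs (SD of the difference 0.39 to 0.42 against 0.12 to 0.14). Whether the rates hold under that unequal spread was not tested.

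The text names, per comparison, called genes whose arrays did not overlap between the groups: up to 10 with the largest positive and 10 with the largest negative change between lines, 8 and 8 between days, up to 4 called members per list, and a fixed group of genes that always appears. Genes on the Y chromosome and XIST were left out. The 21 gene lists (502 genes), the alternatives and this rule were fixed before the data were examined. They cover osteoblast differentiation, TGF-beta, AKT and PI3 kinase, Notch and Wnt signalling, epithelial-mesenchymal transition, apoptosis, the cell cycle, interferon response, collagen and matrix, cytokines and NF-kB targets, cholesterol synthesis, glycolysis and hypoxia, endoplasmic reticulum stress, markers of adipocytes, cartilage, muscle, fibroblasts and marrow stroma, blood cells and endothelium, and genes named by the study, hubs and others. Each list was tested with limma's camera with a preset correlation between genes of 0.01, on 1 probe set per gene, with Benjamini-Hochberg adjustment over the 21 lists of a comparison, and 41 arms with at least 15 genes likewise. An estimated correlation was used as an alternative, as was limma's fry, which tests whether the genes of a list move one way and does not set them against other genes. Enrichment of lower genes on an arm was tested with Fisher's exact test against all other genes with an arm.

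Alternatives fixed before the data were examined were no filter, the signal filter alone, no fold threshold, a second quantile normalization, a prior with a trend, only the arrays of a day, the line as a random block, the replicate as a block, each clone or each array left out, and genes of shifted arms left out. Chosen after the data were seen were array weights, fits without the day 7 arrays, the control probe sets kept, the alternatives for further lists and arms, a count of genes by any of their probe sets, a fit of probe sets with 1 gene, and a quantile normalization of the tested probe sets alone, which was first run by mistake in place of the planned one. With 2 arrays per group, permuting the labels within a comparison cannot give a small p, so no count over other splits was made. MicroRNA arrays of the study are not analysed here.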

Results

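SaOS-2 is an established human osteosarcoma cell line. Sa/CD99 stands for clones of it, wt22 and wt36, that were stably transfected to express CD99, a small cell surface glycoprotein. Gene expression was measured on 12 Affymetrix arrays, 2 for each line at day 0 and after 7 and 14 days in medium that drives osteoblast differentiation. Each group of the arrays labelled Sa/CD99 holds 1 array per clone, so the spread within it is a spread between clones. The labels do not say whether the 2 parental arrays of a day came from separate cultures, so p-values measure only the spread between these samples, which may be technical. Across the 12894 probe sets tested, the parental pairs correlated with r = 0.995, 0.996 and 0.997 at days 0, 7 and 14, and the pairs of clones with r = 0.965, 0.958 and 0.961. The SD of the difference within a pair was 0.14, 0.13 and 0.12 on the log2 scale for the parental arrays and 0.39, 0.41 and 0.42 for the clones. The small number of arrays limits the precision of every value.

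CD99 itself was measured first, by 2 probe sets that name this gene alone. With the one of lower mean signal, log2 values in SaOS-2 were 11.30 ± 0.05 (SD, n = 2) at day 0, 11.72 ± 0.23 at day 7 and 11.79 ± 0.06 at day 14. The arrays labelled Sa/CD99 gave 6.70 ± 0.04, 7.54 ± 1.15 and 8.56 ± 0.45 (SD, n = 2), which goes against their label. The log2 fold changes were -4.60, -4.17 and -3.23 (SE 0.42; adjusted p = 0.0024, 0.00224 and 0.00843 by limma), or 24.2-, 18.1- and 9.40-fold lower signal. At day 0 in both clones and at day 7 in clone wt36 the signal lay near the floor of the filter (6.64). That floor is a cut-off and not the lower limit of the arrays, whose medians lay between 5.25 and 5.31. Whether the folds of these days are lower bounds was not tested. Clone wt22 lay at 6.67, 8.36 and 8.24 on the 3 days and clone wt36 at 6.73, 6.73 and 8.88. With the one of higher mean signal, which stands for the gene in other tests, the line means were close together on each day, 12.30, 12.52 and 12.66 in SaOS-2 and 12.32, 12.59 and 12.70 in the arrays labelled Sa/CD99 (log2 fold changes 0.03, 0.07 and 0.05; adjusted p = 0.947, 0.633 and 0.823). Neither probe set gave a higher CD99 signal in the arrays labelled as transfected, so directions between the lines are given here as the labels have them. The study states that CD99 was also checked by real-time PCR in the profiled samples, a measure not analysed here. Whether the transfected sequence contains the stretch that either probe set detects is not given in the sources used here.

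**Figure D1:**
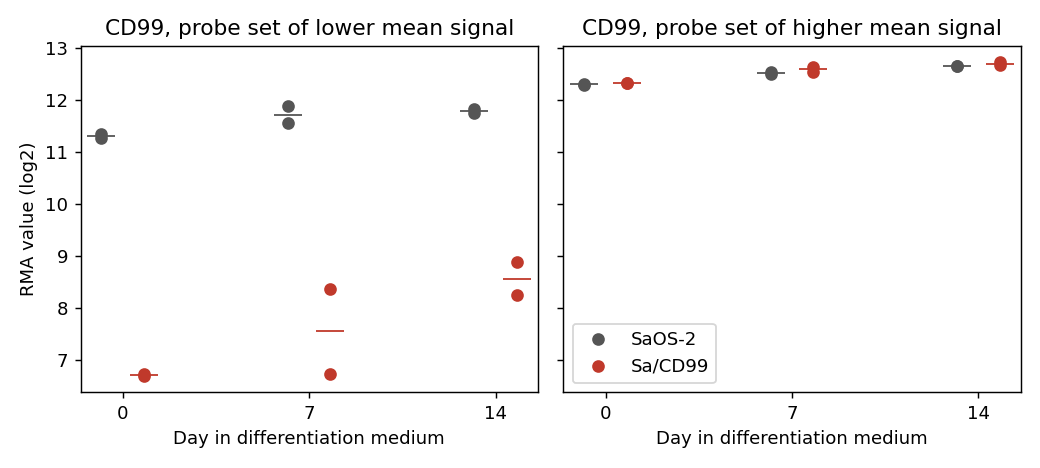
RMA values (log2) of both CD99 probe sets on each of the 12 arrays against the day in differentiation medium, with dots for arrays (grey SaOS-2, red Sa/CD99) and lines for group means of 2 arrays. With the probe set of lower mean signal the arrays labelled Sa/CD99 lie between 6.67 and 8.88, below every SaOS-2 array. With the other, the means of the lines differ by at most 0.07 within a day.

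The first comparison asked how the transfected clones differed from the parental line before differentiation. At day 0, MGST1, a membrane-bound glutathione transferase, was lower in the arrays labelled Sa/CD99 than in SaOS-2 (log2 fold change -3.11, SE 0.29, adjusted p = 0.0024, n = 2 arrays per group). Lower values were also found for TOX3, a nuclear protein of the HMG-box class (-2.90, SE 0.25, adjusted p = 0.00211), the junctional adhesion molecule JAM2 (-2.84, SE 0.22, adjusted p = 0.001) and the secreted growth factor PTN (-2.48, SE 0.39, adjusted p = 0.0167). GPX1, a glutathione peroxidase (-2.26, SE 0.32), THY1, a surface protein of mesenchymal cells (-1.80, SE 0.17), and FLRT2 (-2.31, SE 0.26) were lower as well. NRTN, which encodes the neurotrophic factor neurturin, was higher (2.0-fold, SE 0.13 on the log2 scale, adjusted p = 0.00883), as were AOX1, an aldehyde oxidase (1.11, SE 0.20, adjusted p = 0.0273), and the peptide hormone gene APELA (1.31, SE 0.25, adjusted p = 0.0376). In all, 189 probe sets passed, 12 higher and 177 lower (93.7% lower), or 80 genes, 12 higher and 68 lower. The count was 13 and 14 without SaOS-2 day 0 replicate 1 or 2, 118 without either SaOS-2 day 7 array and 112 without either SaOS-2 day 14 array, 15 when the fit held the arrays of day 0 alone, and 122 with quantile normalization of the tested probe sets alone.

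Among gene lists at day 0, 3 of 13 measured genes of epithelial-mesenchymal transition were lower in the arrays labelled Sa/CD99, 0 were higher and 10 did not pass (4 lower when adjusted over the list alone; median -0.30, adjusted p = 5.6e-05, and adjusted p = 0.0309 with an estimated correlation). The median was -0.50 without Sa/CD99 day 0 replicate 36. These were the cadherin CDH2 (-1.26, SE 0.22), the transcription factor TCF4 (-0.71, SE 0.11) and SNAI1, a repressor of E-cadherin (-0.64, SE 0.10). The list mixes mesenchymal genes such as CDH2 and SNAI1 with epithelial ones such as OCLN and EPCAM, which move in opposite directions in this transition. A shift of the set in 1 direction therefore does not tell whether the transition itself is lower. In the AKT and PI3 kinase list 1 of 18 genes was lower, the kinase AKT1 (-0.88, SE 0.11, adjusted p = 0.00883), and 17 did not pass, with the same count of 1 adjusted over the list alone. The list was lower as a set (median -0.14, adjusted p = 0.0219), but not with an estimated correlation (adjusted p = 0.244 with an estimated correlation), nor without its members on shifted chromosome arms (median -0.08), SaOS-2 day 0 replicate 1 (-0.11) or Sa/CD99 day 0 replicate 36 (-0.19). TGF-beta signalling had 2 of 24 genes lower, the signal transducers SMAD2 (-0.65, SE 0.10) and SMAD4 (-0.67, SE 0.12), and 22 that did not pass (3 lower adjusted over the list alone; median -0.07, and -0.12 to -0.01 with 1 array left out; adjusted p = 0.123). In the osteoblast list, 1 of 18 genes was lower, the alkaline phosphatase gene ALPL (-0.82, adjusted p = 0.0298), with the same count adjusted over the list alone. Its median of 0.05 and mean of -0.05 differed in sign, the set test pointed down (adjusted p = 0.92), and the median turned to -0.02 without SaOS-2 day 0 replicate 2 and to -0.01 without Sa/CD99 day 0 replicate 36. RUNX2, the master transcription factor of osteoblasts (-0.09), COL1A1 (0.16), FN1 (-0.30) and ID1 (-0.51) did not pass.

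After 7 days in differentiation medium, MGST1 (log2 fold change -4.45, SE 0.29, adjusted p = 0.000279, n = 2 arrays per group), TOX3 (-3.03, SE 0.25), PTN (-2.81, SE 0.39), THY1 (-2.62, SE 0.17) and JAM2 (-2.59, SE 0.22) were lower in the arrays labelled Sa/CD99. So were GPX1 (-2.14, SE 0.32) and NTNG1, a netrin that guides axons (-2.12, SE 0.19). FABP6, a bile acid binding protein, was higher (1.64, SE 0.17, adjusted p = 0.00224), and so were NRTN (1.26, SE 0.13), RASSF5, a Ras effector (1.02, SE 0.13, adjusted p = 0.00817), and DLX6, a homeobox factor of skeletal development (0.87, SE 0.18, adjusted p = 0.0415). At this time 234 probe sets passed, 49 higher and 185 lower (79.1% lower), or 125 genes, 38 higher and 87 lower; quantile normalization of the tested probe sets alone called 323, of which 200 were lower. Without SaOS-2 day 7 replicate 1 or 2 the count was 23 and 21, without either SaOS-2 day 0 array 117, without either SaOS-2 day 14 array 115, without Sa/CD99 day 7 replicate 22 it was 511 and without replicate 36 it was 124, and the arrays of day 7 alone gave 12.

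The list of epithelial-mesenchymal transition again had 3 of 13 genes lower at day 7, CDH2 (-1.16), TCF4 (-0.71) and the tight junction protein OCLN (-0.71), while 10 did not pass (4 lower adjusted over the list alone). Its median was -0.30 (adjusted p = 0.00248, and adjusted p = 0.0846 with an estimated correlation), and the set did not pass without its members on shifted chromosome arms (median -0.21, adjusted p = 0.157). OCLN is an epithelial gene and CDH2 a mesenchymal one, so their shared direction does not give the direction of the transition. In TGF-beta signalling, LTBP1, which binds latent TGF-beta (0.68, SE 0.12), and the ubiquitin ligase SMURF1 (0.66, SE 0.11) were higher and SMAD4 (-0.85, SE 0.12) and SMAD2 (-0.79, SE 0.10) lower, and 20 of 24 genes did not pass (2 higher and 3 lower adjusted over the list alone). The median of that list was 0.03 and its mean -0.05, the set test pointed down (adjusted p = 0.864), and the median was -0.13 without Sa/CD99 day 7 replicate 36. For AKT and PI3 kinase signalling, PIK3C3, a class III PI3 kinase (-0.97, SE 0.11), and AKT1 (-0.85, SE 0.11) were lower and the adaptor GAB2 (0.64, SE 0.14) higher among 18 genes, with the same counts of 2 and 1 adjusted over the list alone (set adjusted p = 0.278). Osteoblast genes had 0 calls of 18 by limma over all genes and over the list alone, with set adjusted p = 0.651. RUNX2 (-0.01), ALPL (-0.51), COL1A1 (0.17), FN1 (-0.30), SNAI1 (-0.44) and ID1 (0.15) did not pass.

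At day 14, MGST1 (log2 fold change -4.55, SE 0.29, adjusted p = 0.000263, n = 2 arrays per group), PTN (-3.47, SE 0.39), TOX3 (-2.98, SE 0.25), GPX1 (-2.79, SE 0.32) and THY1 (-2.55, SE 0.17) were lower in the arrays labelled Sa/CD99. PLXDC1, a receptor-like protein of tumor endothelium (-2.43, SE 0.32, adjusted p = 0.00814), and KCTD12, a subunit of GABA-B receptors (-2.40, SE 0.34, adjusted p = 0.0115), were lower as well. Higher genes included NRTN (1.27, SE 0.13), FABP6 (1.10, SE 0.17), KIFAP3, an adaptor of kinesin motors (0.74, SE 0.11), the transcription factor GATA2 (0.74, SE 0.14, adjusted p = 0.0396) and DGAT2, a triglyceride synthesis enzyme (0.64, SE 0.11). The count was 188 probe sets, 18 higher and 170 lower (90.4% lower), or 112 genes, 12 higher and 100 lower. Without SaOS-2 day 14 replicate 1 or 2 it was 20 and 18, without either SaOS-2 day 0 array 87, without either SaOS-2 day 7 array 98, without either Sa/CD99 day 0 array 297, without Sa/CD99 day 14 replicate 36 it was 329, without all day 7 arrays 82, and the arrays of day 14 alone gave 6.

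TGF-beta signalling was lower as a set at day 14 (median -0.22, adjusted p = 0.0151), though not with an estimated correlation (adjusted p = 0.313 with an estimated correlation), not without Sa/CD99 day 14 replicate 36 (median -0.23) and not without its members on shifted chromosome arms, such as SMAD2 and SMAD4 (median -0.10, adjusted p = 0.19). In it SMAD2 (-0.82), ID1, a target of BMP signals (-0.81, SE 0.12), and SMAD4 (-0.61) were lower, 0 of 24 were higher and 21 did not pass (8 lower adjusted over the list alone). Genes of epithelial-mesenchymal transition had 3 of 13 lower, CDH2 (-1.53, SE 0.22), SNAI1 (-0.65) and TCF4 (-0.63), and 10 that did not pass (6 lower adjusted over the list alone; median -0.30, adjusted p = 5.33e-05, and adjusted p = 0.0305 with an estimated correlation). Collagen and matrix genes shifted lower (median -0.26, adjusted p = 0.0376, and adjusted p = 0.402 with an estimated correlation) with 0 of 20 genes called by limma (1 lower adjusted over the list alone). This shift did not pass without members on shifted chromosome arms (median -0.38), SaOS-2 day 14 replicate 2 (-0.23) or Sa/CD99 day 14 replicate 36 (-0.03), and COL11A1, a cartilage collagen, had -3.92 with an SE of 1.39. The osteoblast list had 0 calls of 18 by limma, over all genes and over the list alone (median -0.06, set adjusted p = 0.916), and its median was 0.15 without Sa/CD99 day 14 replicate 36. RUNX2 (-0.08), ALPL (-0.52), COL1A1 (-0.21) and FN1 (-0.65) did not pass.

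A list of genes that the study names, its hubs AKT1, SMAD2 and SMAD4 and others it describes as modulated or interacting, was selected on these same samples, so their direction is not independent evidence. Of 21 measured, 9 were lower at day 0, 8 lower and 1 higher at day 7, and 11 lower at day 14, and 12, 12 and 10 did not pass. Adjusted over the list alone the counts were 11 lower, then 9 lower and 1 higher, then 14 lower and 1 higher, which is not independent evidence either. The medians were -0.64, -0.50 and -0.65 (adjusted p = 1.2e-15, 1.51e-10 and 2.98e-14), and all 3 passed with an estimated correlation. MGST1, TOX3 and AKT1 were among the lower genes on each day.

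The following lists did not shift as sets between the lines on the days given, at an adjusted p of 0.05. Notch signalling had 2, 1 and 2 of 11 genes lower (adjusted p = 0.123, 0.651 and 0.29), with the same counts adjusted over the list alone, the ligand JAG2 each time (-1.22, -1.12 and -1.12) and its target HEY2 at days 0 and 14 (-1.02 and -0.74). In the apoptosis list, 1, 3 and 2 of 18 genes were lower (2, 3 and 2 adjusted over the list alone; set adjusted p = 0.313, 0.651 and 0.193), among them the BCL2 family activator PMAIP1 at days 7 and 14 (-1.32 and -1.17), while its medians of 0.02, 0.07 and 0.02 lay on the other side of 0 from its means of -0.07, -0.11 and -0.13. Wnt signalling had 0, 0 and 2 of 14 genes lower by limma (0, 1 and 2 adjusted over the list alone; set adjusted p = 0.142, 0.651 and 0.193), the day 14 pair being CCN5 (-1.31, SE 0.21) and WNT5A (-0.63). Interferon response genes had 0, 1 and 1 of 14 lower (0, 2 and 2 adjusted over the list alone; set adjusted p = 0.35, 0.651 and 0.19), namely the guanylate-binding protein GBP3 (-0.71 and -0.88). Of 20 collagen and matrix genes, 1 was lower at day 0, the laminin chain LAMA4 (-1.25, SE 0.16), and 0 at day 7 (2 and 1 adjusted over the list alone; set adjusted p = 0.205 and 0.818). The cytokine and NF-kB list of 8 genes had TNFRSF9, a co-stimulatory receptor, higher at days 0 and 7 (0.97 and 1.01) and LIF (-1.79, SE 0.27) and CSF1 (-0.62) lower at day 14 (3 lower adjusted over the list alone; set adjusted p = 0.123, 0.651 and 0.29). AKT and PI3 kinase signalling at day 14 had AKT1 (-0.76) and PIK3C3 (-0.80) lower (1 higher and 2 lower adjusted over the list alone; set adjusted p = 0.29).

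Cell cycle genes (28 measured), cholesterol synthesis genes (17) and glycolysis and hypoxia genes (26) had 0 calls between the lines on each day by limma, over all genes and over the list alone. Their set adjusted p was 0.548, 0.651 and 0.717 for the cell cycle, 0.92, 0.651 and 0.193 for cholesterol and 0.92, 0.651 and 0.717 for glycolysis. Endoplasmic reticulum stress genes (14) had 1 call, the lipoprotein receptor VLDLR at day 7 (0.66), also when adjusted over the list alone, with set adjusted p = 0.913, 0.725 and 0.193. Median and mean lay on different sides of 0 for cholesterol genes at day 0 (0.02 and -0.02), for Wnt (0.04 and -0.01), collagen (0.02 and -0.15) and cytokine genes (-0.04 and 0.08) at day 7, for the cell cycle at day 14 (0.01 and -0.08) and for the muscle markers described next at days 7 and 14 (0.28 and -0.01, 0.16 and -0.14). At an unadjusted p under 0.05, the 3 comparisons of lines held 1677, 2847 and 2186 probe sets.

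Markers of other cell types were measured in the same way, and none of these lists shifted as a set between the lines. Of 10 fibroblast and marrow stroma markers, THY1 was lower each day, with 1 lower adjusted over the list alone too (set adjusted p = 0.92, 0.949 and 0.903; medians 0.17, 0.31 and 0.15 against means of -0.04, -0.13 and -0.18). Of 2 adipocyte markers, DGAT2 was higher at days 7 and 14 (0.68 and 0.64), also when adjusted over the list alone (set adjusted p = 0.33, 0.651 and 0.563). Among 4 cartilage markers SOX9 had -0.78 and SOX6 -0.47 at day 0, and among 4 muscle markers TNNC1 had -0.96 and MYH3 0.48, none of which passed (set adjusted p = 0.146, 0.651 and 0.898 for cartilage, 0.33, 0.651 and 0.857 for muscle). The single blood cell marker measured, CSF1R, had -0.23 at day 0 (adjusted p of the list 0.548, 0.896 and 0.717), and the single endothelial marker, EGFL7, had 0.36 (0.272, 0.651 and 0.193).

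Across genes, the log2 fold changes between the lines correlated with r = 0.71 for days 0 and 7, 0.68 for days 0 and 14 and 0.82 for days 7 and 14, although genes are not independent replicates. No arrays were shared by these comparisons, but the same clones were used each day. The called genes common to a pair of days numbered 47, 48 and 68 with the same sign, against 0.858, 0.935 and 1.23 for independent lists, and 0 had opposite signs. On all 3 days 37 genes were called, 35 lower and 2 higher, NRTN among the latter, against 0.0108 for independent lists. Among the 35 were MGST1, TOX3, JAM2, PTN, GPX1, THY1, CDH2, SMAD2, SMAD4 and AKT1. Of the 35, 16 lie on chromosome arm 18q and 8 on 14q, the arms described next. The count of 37 genes fell to 5 without either SaOS-2 day 0 array and to 10 without either SaOS-2 day 7 array. It was 11 and 10 without SaOS-2 day 14 replicate 1 or 2.

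The differences between the lines were placed on chromosome arms through gene positions of the GRCh38.p14 assembly. Of 87 genes measured on 18q, 93.1%, 95.4% and 95.4% lay below 0 at days 0, 7 and 14, with medians of -0.55, -0.58 and -0.56 in the arrays labelled Sa/CD99 (adjusted p = 4.41e-43, 7.77e-33 and 1.16e-37). They included SMAD2 and SMAD4, the cadherins CDH2 and DSG2, TCF4, MALT1, a signalling protease of lymphocytes, and ADNP2, a homeobox protein (-2.73, -2.78 and -2.80; SE 0.28). Called lower were 22, 36 and 31 genes of 18q, that is 25.3%, 41.4% and 35.6% of the arm against 0.628%, 0.696% and 0.941% of genes elsewhere (Fisher's exact test, two-sided, p = 5.13e-27, 1.8e-49 and 1.32e-37). Relative to the parental mean, the 18q median was -0.56, -0.67 and -0.63 in clone wt22 and -0.55, -0.54 and -0.56 in clone wt36. The windows of 10 Mb along the arm from DSG2 to TXNL4A had medians between -0.41 and -0.79 and the one from ROCK1 to CDH2 medians of -0.19, -0.38 and -0.35. With neither the signal filter nor the IQR filter, the 18q medians were -0.15, -0.14 and -0.21.

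**Figure D2:**
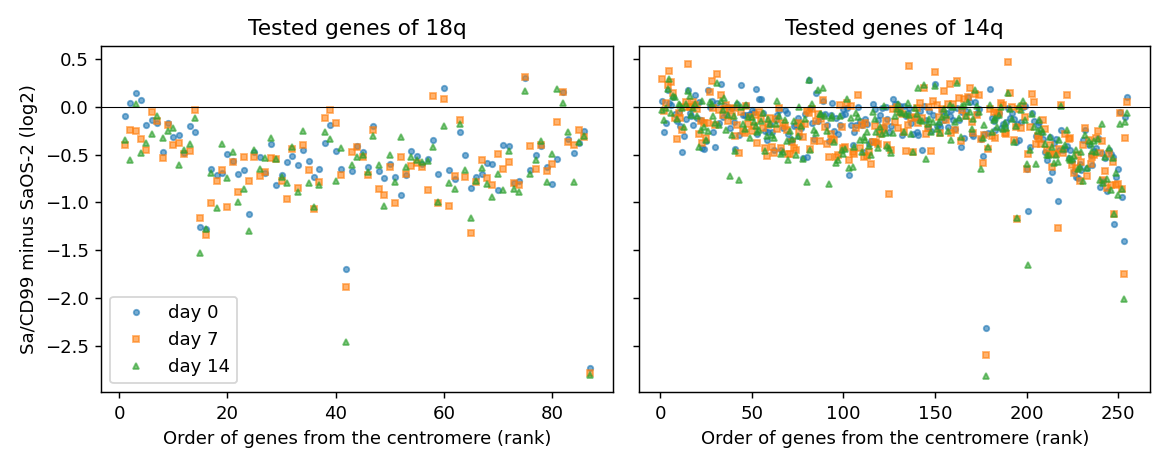
Log2 difference of each measured gene of 18q and 14q, in order from the centromere (GRCh38.p14), for the arrays labelled Sa/CD99 against SaOS-2, with circles for day 0, squares for day 7 and triangles for day 14 (means of 2 arrays per group). Genes of 18q lie mostly below 0 along the arm (medians -0.55, -0.58 and -0.56), and those of 14q are lower toward its end, where the last 43 have a median of -0.50.

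On 14q, 255 genes had medians of -0.18, -0.22 and -0.21 (adjusted p = 6.91e-18, 5.16e-13 and 1.28e-14), and 14, 16 and 10 genes were called lower (Fisher's exact test, two-sided, p = 5.29e-08, 3.17e-08 and 0.0022). The shift was larger in the last window, from YY1 to ELK2AP, where 43 genes had a median of -0.50 on each day. AKT1, JAG2, the translation factor EIF5 and BAG5, a co-chaperone (-0.64, -0.73 and -0.64), lie on this arm, and so does FLRT2 (-2.31, -2.59 and -2.82). The 365 genes of 1q, of which 1, 6 and 3 were called higher, shifted upward as a set (medians 0.21, 0.25 and 0.23; adjusted p = 2.07e-19, 6.67e-15 and 1.95e-17), a shift that under an estimated correlation passed at day 0 (adjusted p = 0.0397 with an estimated correlation) but not at days 7 and 14 (adjusted p = 0.0759 and 0.0519 with an estimated correlation). The shifts of 18q and 14q passed on each day with an estimated correlation (18q adjusted p = 0.00471, 0.0102 and 0.0069). On 8p, 95 genes had medians of 0.26, 0.28 and 0.33, but in clone wt22 these were 0.51, 0.55 and 0.71 and in clone wt36 -0.01, 0.00 and -0.04 (adjusted p = 0.894, 0.784 and 0.725 with an estimated correlation). In all, 9, 18 and 14 of 41 arms passed with the preset correlation at days 0, 7 and 14, but only 3, 2 and 2 with an estimated correlation. Without the arms that passed with the preset one, 96, 42 and 64 probe sets were called between the lines. In the comparisons of days, 8 and 0 arms passed with the preset correlation in SaOS-2 and 3 and 6 in Sa/CD99 (days 7 and 14). For the interactions 8 and 1 passed, and with an estimated correlation 0 passed in each of these. The 65 genes of 10p had medians between the lines of -0.23, -0.19 and -0.10 (adjusted p = 1.2e-09, 0.0003 and 0.16). This arm did not pass with an estimated correlation (adjusted p = 0.502, 0.504 and 0.828).

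**Figure D3:**
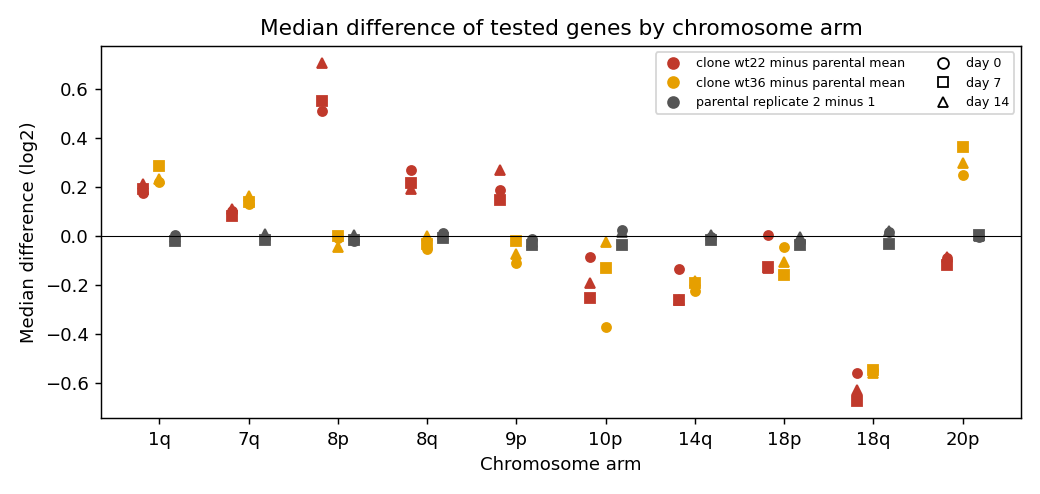
Median log2 difference of the genes of 10 chromosome arms for clone wt22 (red) and clone wt36 (orange) against the parental mean and for parental replicate 2 against 1 (grey), with circles for day 0, squares for day 7 and triangles for day 14. On 18q both clones lie between -0.54 and -0.67 and the parental difference between -0.03 and 0.02, and on 8p clone wt22 lies between 0.51 and 0.71 and clone wt36 near 0.

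The comparison of days asked how each line changed in differentiation medium. In SaOS-2, ID1, an inhibitor of differentiation induced by BMP signals, fell by day 7 (log2 fold change -4.78, SE 0.12, adjusted p = 1.46e-07, n = 2 arrays per group), together with ID3 (-3.67, SE 0.25), ID4 (-2.84, SE 0.35) and the BMP antagonist NOG (-3.57, SE 0.14). The Wnt antagonist DKK1 (-3.60, SE 0.53), the embryonic myosin MYH3 (-4.54, SE 0.65) and COL18A1 (-3.11, SE 0.11) fell as well. KANK4, a regulator of the actin cytoskeleton (3.82, SE 0.23, adjusted p = 3.05e-05), the cold-sensing channel TRPM8 (3.59, SE 0.14, adjusted p = 3.27e-06), LBP, which binds lipopolysaccharide (3.31, SE 0.34), and the fibrillar collagen COL3A1 (2.88, SE 0.53, adjusted p = 0.00352) rose. In all 2765 probe sets passed, 1652 higher and 1113 lower, or 1448 genes, 764 higher and 684 lower. On the day 7 arrays of both lines, the poly-A control probe sets, which follow RNA added before labelling, had medians of 3.55 to 3.68 against 7.01 to 7.91 on the arrays of days 0 and 14, while the hybridization controls lay between 9.26 and 9.68 on all 12 arrays.

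**Figure D4:**
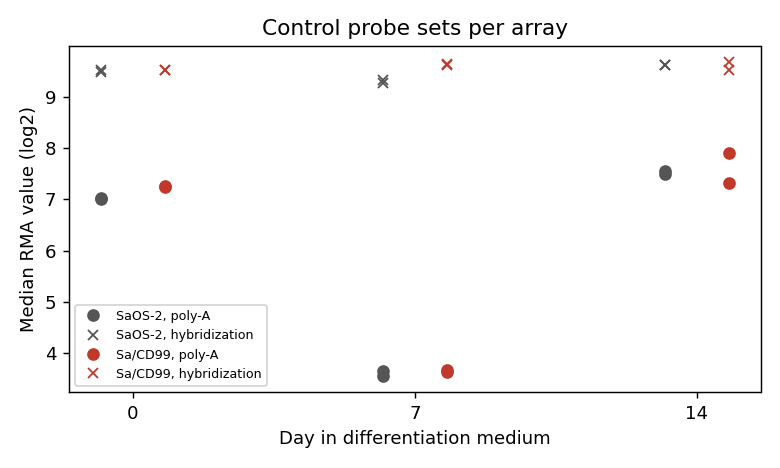
Median RMA value (log2) of the 24 poly-A control probe sets (dots) and the 18 hybridization control probe sets (crosses) on each of the 12 arrays, by day and line (grey SaOS-2, red Sa/CD99). Poly-A medians lie between 3.55 and 3.68 on the day 7 arrays and between 7.01 and 7.91 on the others.

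At day 14 COL3A1 stood 5.41 above day 0 in SaOS-2 (SE 0.53, adjusted p = 0.000278), KANK4 5.06 (SE 0.23, adjusted p = 4.3e-06), the matricellular protein CCN5 4.01 (SE 0.21, adjusted p = 1.09e-05) and the scavenger receptor COLEC12 3.23 (SE 0.17). MYH3 (-4.35, SE 0.65), ID1 (-4.15, SE 0.12, adjusted p = 5.25e-07), DKK1 (-3.99, SE 0.53), NOG (-3.58, SE 0.14) and BNIP3, a mitochondrial protein induced by hypoxia (-2.99, SE 0.17), were lower than at day 0. The count was 1918 probe sets, 776 higher and 1142 lower, or 1015 genes, 499 higher and 516 lower. The median over all tested probe sets was -0.11, and quantile normalization of the tested probe sets alone gave 1056 higher and 897 lower. Without SaOS-2 day 0 replicate 1 or 2 the count was 1267 and 1083, and without SaOS-2 day 14 replicate 1 or 2 it was 1177 and 1103.

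In the arrays labelled Sa/CD99, KANK4 rose by day 7 (log2 fold change 4.70, SE 0.23, adjusted p = 9.54e-06, n = 2 arrays per group), as did LBP (3.45, SE 0.34), the stem cell surface protein PROM1 (3.06, SE 0.40), the zinc transporter SLC39A12 (2.98, SE 0.23) and COL3A1 (2.85, SE 0.53). ID1 (-4.12, SE 0.12, adjusted p = 5.68e-07), MYH3 (-4.57, SE 0.65), NOG (-3.55, SE 0.14) and AOX1 (-2.68, SE 0.20) fell. By day 14 KANK4 (5.25, SE 0.23), COL3A1 (4.62, SE 0.53), LBP (4.55, SE 0.34), COLEC12 (4.00, SE 0.17) and the laminin chain LAMA4 (3.22, SE 0.16) were higher than at day 0, and ID1 (-4.45, SE 0.12, adjusted p = 2.79e-07), MYH3 (-4.40, SE 0.65) and NOG (-3.53, SE 0.14) lower. CD99 signal by the probe set of lower mean signal rose as well in these arrays (1.86, adjusted p = 0.00999). At day 7 2342 probe sets passed, 1339 higher and 1003 lower, or 1137 genes, 590 higher and 547 lower. At day 14 there were 2494, 823 higher and 1671 lower, or 1352 genes, 502 higher and 850 lower, and quantile normalization of the tested probe sets alone gave 1032 higher and 1109 lower.

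Of 26 glycolysis and hypoxia genes, 19 were lower in SaOS-2 at day 7 and 18 at day 14, and in the arrays labelled Sa/CD99 17 and 19, while 0 were higher and 7, 8, 9 and 7 did not pass. Adjusted over the list alone the counts were 19, 18 and 17 lower and then 20 lower with 1 higher. The medians were -0.94, -0.87, -0.87 and -0.82 (adjusted p = 9.78e-09, 1.8e-09, 1.04e-09 and 5.83e-09). These calls were lost with an estimated correlation (adjusted p = 0.259, 0.211, 0.206 and 0.246 with an estimated correlation). At day 14 BNIP3 stood at -2.99 in SaOS-2 and -2.68 in Sa/CD99, PDK1, which restrains pyruvate dehydrogenase, at -2.33 and -2.36, and the prolyl hydroxylase P4HA1 at -2.24 and -2.11.

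Of 17 cholesterol synthesis genes, 9 were higher in SaOS-2 at day 7 and 3 at day 14, 10 in the arrays labelled Sa/CD99 at day 7, and 7 were higher with 1 lower at day 14. The numbers that did not pass were 8, 14, 7 and 9, and adjustment over the list alone gave the same counts of higher and lower genes. The medians were 0.59, 0.44, 0.78 and 0.53 (adjusted p = 7.43e-08, 0.000214, 1.02e-08 and 7.92e-05), and these shifts were lost with an estimated correlation (adjusted p = 0.259, 0.353, 0.24 and 0.558 with an estimated correlation). HMGCS1, the synthase before the rate-limiting step, stood at 1.46 at day 7 in each line (SE 0.22), and DHCR7, which makes cholesterol from its last precursor, at 1.24 and 1.38 (SE 0.10). SC5D, a sterol desaturase, was the 1 gene that fell in Sa/CD99 at day 14 (-0.92).

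Cell cycle genes had 2 higher and 10 lower of 28 in SaOS-2 at day 7 and 1 higher and 7 lower at day 14, and 5 and 8 lower in the arrays labelled Sa/CD99 (8 and 9 lower at day 14 adjusted over the list alone, with the same counts otherwise). The mitotic genes CDC20 (-1.02), AURKA (-0.89) and PLK1 (-0.88) fell in SaOS-2 at day 7, while CENPE, a kinetochore motor, rose (1.48). Cyclin CCNA2 (-0.99) and the kinesin KIF11 (-0.88) fell in SaOS-2 at day 14, and TTK (-1.35), CDK1 (-1.24) and TOP2A (-1.02) in Sa/CD99. The set was lower at day 14 in SaOS-2 (median -0.45, adjusted p = 0.00394, and adjusted p = 0.211 with an estimated correlation) and in Sa/CD99 at day 7 (-0.40, adjusted p = 0.0208, and adjusted p = 0.24 with an estimated correlation) and day 14 (-0.36, adjusted p = 0.00872, and adjusted p = 0.318 with an estimated correlation), but not in SaOS-2 at day 7 (adjusted p = 0.112). The day 7 shift of Sa/CD99 did not pass with the clone as a block (adjusted p = 0.0656) or without Sa/CD99 day 0 replicate 22 (median -0.29).

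Genes of the interferon response had 6 and 4 of 14 higher in SaOS-2 at days 7 and 14 and 3 and 2 in the arrays labelled Sa/CD99, 0 lower, and the same counts adjusted over the list alone. IFI44 (1.30, SE 0.16), IFI35 (1.16, SE 0.23) and IRF9, a transcription factor of interferon signalling (0.85, SE 0.24), rose in SaOS-2 at day 7. The set was higher in SaOS-2 (medians 0.35 and 0.26, adjusted p = 0.0393 and 0.0414, and adjusted p = 0.259 and 0.211 with an estimated correlation), and did not pass in Sa/CD99 (adjusted p = 0.161 and 0.817). Its day 14 shift in SaOS-2 did not pass without SaOS-2 day 0 replicate 1 (median 0.24).

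TGF-beta signalling genes had 1 higher and 7 lower of 24 in SaOS-2 at day 7, 3 and 9 at day 14, and 1 and 8, then 1 and 14, in the arrays labelled Sa/CD99, with the same counts adjusted over the list alone. Besides ID1 and ID3, the ligand TGFB2 (-2.06 in SaOS-2 and -2.13 in Sa/CD99 at day 14) and ID2 (-1.94 and -1.84) fell. The set passed in Sa/CD99 at day 14 (median -0.64, adjusted p = 0.0145, and adjusted p = 0.367 with an estimated correlation) and not in the other comparisons of days (adjusted p = 0.0704, 0.0572 and 0.0557).

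Osteoblast genes did not shift as a set over time (adjusted p = 0.432 and 0.235 in SaOS-2 at days 7 and 14, 0.117 and 0.384 in Sa/CD99). Of 18, 2 rose and 2 fell in SaOS-2 at day 7, 3 rose and 1 fell at day 14, and in the arrays labelled Sa/CD99 2 rose and 1 fell, then 1 rose and 1 fell, with the same counts adjusted over the list alone. The vitamin D receptor VDR (0.97 and 0.66) and ENPP1, which makes the mineralization inhibitor pyrophosphate (0.75 and 0.75), rose in SaOS-2, and the homeobox factor MSX2 fell in each comparison of days (-1.71 and -1.42 in SaOS-2, -1.50 and -1.27 in Sa/CD99). SP7, the osteoblast factor osterix, fell in SaOS-2 at day 7 (-1.19, SE 0.28). RUNX2 rose in Sa/CD99 at day 7 (0.67, SE 0.11, adjusted p = 0.00178) and had 0.58 in SaOS-2, just under the fold threshold, and ALPL rose in Sa/CD99 at day 14 (0.78, SE 0.15, adjusted p = 0.00484). The list of epithelial-mesenchymal transition had 4, 5, 4 and 5 of 13 genes higher and 1 lower, in Sa/CD99 at day 14, including the Wnt effector LEF1 (0.99 and 1.34 in SaOS-2, 1.20 in Sa/CD99 at day 7) and the gelatinase MMP2 (0.78, 1.01, 0.84 and 0.95), with the same counts adjusted over the list alone (set adjusted p = 0.0704, 0.0818, 0.0616 and 0.384; in Sa/CD99 at day 14 its median was -0.05 and its mean 0.26).

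Changes over time were related between the lines. Across genes the day 7 changes correlated with r = 0.91 and the day 14 changes with r = 0.90, with no shared arrays, and 880 and 792 genes were called in both lines with the same sign, against 111.1 and 92.8 for independent lists, and 0 with opposite signs. The interaction of line and day tested the difference itself. For day 7 limma called 0 probe sets (544 at an unadjusted p under 0.05), and for day 14 it called 2 (467 at an unadjusted p under 0.05). A PLXDC1 probe set had a day 14 change of 2.42 in SaOS-2 against 0.41 in the arrays labelled Sa/CD99 (interaction -2.01, SE 0.18, adjusted p = 0.0167), and an MGST1 probe set had 1.20 against -0.37 (interaction -1.58, SE 0.17, adjusted p = 0.0292). Neither is the probe set of highest mean that stands for its gene, and both were named after their values were seen. With the replicate as a block the day 14 count was 5, adding the PLXDC1 probe set that stands for the gene (-1.98), the semaphorin SEMA3C (-1.94) and CCN5 (-1.67; adjusted p = 0.0257, 0.0257 and 0.0477 in the blocked limma fit). The day 14 count was 0 without any 1 of the 6 SaOS-2 arrays or without Sa/CD99 day 0 replicate 22 or 36, 6 without Sa/CD99 day 14 replicate 22, 4 without replicate 36, and 0 without the day 7 arrays.

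In the interaction, the interferon response list passed as a set with the preset correlation (medians -0.19 at day 7, adjusted p = 0.0414, and -0.24 at day 14, adjusted p = 0.000644), as did cytokine and NF-kB genes at day 14 (median -0.38, adjusted p = 0.000644), but with an estimated correlation none of these shifts passed (adjusted p = 0.349, 0.0903 and 0.0903 with an estimated correlation). In these lists 0 genes were called over all genes, and 0, 1 and 2 were lower adjusted over the list alone. The estimated correlation of the interferon list was -0.0499, below the preset 0.01, so its loss does not come from a higher correlation between genes. For the cytokine and NF-kB list the estimate was 0.037. With the replicate as a block the day 7 interferon shift did not pass (adjusted p = 0.156). It also did not pass without SaOS-2 day 0 replicate 1 (median -0.16), SaOS-2 day 7 replicate 1 (-0.17), or any of the 4 arrays labelled Sa/CD99 of days 0 and 7 (-0.26 and -0.26 for day 0 replicates 22 and 36, -0.14 and -0.27 for day 7). Without Sa/CD99 day 0 replicate 36 neither day 14 shift passed (medians -0.31 and -0.41). The median of the cytokine and NF-kB list at day 14 was -0.17 without Sa/CD99 day 14 replicate 36.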

Values the study reported

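At the study's thresholds, the study reported 250 probes that differed between Sa/CD99 and Saos-2 at day 0, 317 at day 7 and 246 at day 14, 536 in total. It gave 64 genes as constantly modulated over the time points.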

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

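Among tests of explanations in this part, that relating the day 7 change of SaOS-2 to the day 14 change of Sa/CD99 was chosen beforehand. Those on 18q, the filters, the poly-A gap, an exchange of labels and the second CD99 probe set were chosen after their results were seen. The gene lists tested in the interaction were fixed before the data were examined.

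Differences between the lines in their change over time were singled out because the interaction itself passed. They were 1 PLXDC1 probe set at day 14 (interaction -2.01 on the log2 scale) and 1 MGST1 probe set at day 14 (-1.58). Among lists they were interferon response at day 7 (median -0.19) and day 14 (-0.24) and cytokines and NF-kB targets at day 14 (-0.38), in which 0 genes were called. These 3 shifts were lost with an estimated correlation (adjusted p = 0.349, 0.0903 and 0.0903).

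On 4 chromosome arms the clones lay on opposite sides of the parental mean on each day, each clone on the same side throughout, a difference between clones that was not tested. Over the days, 20p had medians of -0.090 in clone wt22 and 0.30 in clone wt36, 6p 0.12 and -0.069, 8q 0.22 and -0.033, and 9p 0.19 and -0.072. On 8q at day 14 clone wt36 (-0.0011) differed less from the parental mean than parental replicate 2 did from 1 (0.0043). The same held on 9p at day 7 (-0.020 against -0.036), so its side is not resolved there.

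The poly-A controls, which lie outside the comparisons, stood apart on the day 7 arrays of both lines: the lowest median of a day 0 or 14 array was 3.33 above the highest of a day 7 array (log2), while the hybridization controls spanned 0.419 over the 12 arrays. This is consistent with the day 7 arrays having been labelled apart from the others, or with less spiked RNA, which was not tested. Labelling as the whole cause of the day 7 changes predicted little relation to day 14. The day 7 change of SaOS-2 and the day 14 change of Sa/CD99, which share no arrays, correlated with r = 0.462 across 7426 genes. This lies between the bounds of 0.2 and 0.5 set beforehand, so the value alone does not decide between labelling and time in medium, which the design confounds at day 7. The first principal component (38.5% of variance) put the day 7 arrays of both lines at 20.3 to 45.6 and those of days 0 and 14 at -35.4 to -6.0, which goes with the poly-A gap and with a passing change at day 7 alike. The second (33.5%) put the arrays of both lines in order of day: -31.6 to -26.6 at day 0, -4.8 to 7.9 at day 7 and 26.4 to 36.6 at day 14. This order argues against labelling as the whole cause for these arrays, and labelling as a part of the cause stays open. Time in differentiation medium, which the design names, stays open as well. That medium held less serum than the routine one, so serum and time in culture change along with it in every comparison of days. Their parts in the changes were not tested. The fold changes between lines within day 7 rest on arrays of that day only, while their tests take the spread from all 12 arrays.

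The shift of 18q was present in each clone and on each day: the lowest share of its genes below the parental mean was 88.5%. This fits a regional difference carried by both clones, such as a lost copy, which may predate the transfection in the cells that gave the clones, and no copy number data were analysed here. The filter on IQR alone as the cause is argued against, since with the signal filter alone the medians lay between -0.55 and -0.58 over the days. Without both filters the median nearest to 0 was -0.14, so the size of the shift depends on the signal filter. The filters do not use the line, and under them the 1q medians lay above 0 (0.21, 0.25 and 0.23). With the unfiltered 18q medians below 0, this argues against the filters as the source of the direction on 18q. Genes near the floor of the arrays limit the unfiltered medians, so how much of the size rests on the filters was not tested. An effect of CD99 on genes of this arm, which the design names, stays open as untested.

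The lower signal of the CD99 probe set of lower mean goes against the labels. The study states a check of CD99 by real-time PCR in these samples, which bears on the labels and was not analysed here. An exchange of all labels between parental and transfected arrays is argued against, since pairs of clones should differ more than parental pairs, and the smallest SD of differences within a pair labelled Sa/CD99 was 2.81 times the largest within a pair labelled SaOS-2. A loss of CD99 RNA as a whole is argued against too, since the other probe set differed between the lines by at most 0.073 within a day. A change in which CD99 transcripts are made, or a transfected sequence without the stretch that this probe set detects together with a lower level of the cell's own gene, may account for this and could not be tested without probe sequences. The effect of the transfection itself, which the design names, stays open as untested.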

How the results depend on the processing

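In this part array weights, fits without the day 7 arrays, quantile normalization of the tested probe sets alone, a count of genes by any of their probe sets, a fit of probe sets with 1 gene, and all alternatives of lists other than osteoblast differentiation and TGF-beta signalling were chosen after seeing the data, as was the estimated correlation for chromosome arms. Over settings other than leaving out 1 array, 295 results kept their direction and their side of the threshold, 37 no longer passed, 2 newly passed, 31 moved and 10 turned sign. With 1 array left out these were 287, 16, 0, 43 and 6. Where no cause is given, the cause was not tested. Groups of 2 arrays limit every call, and genes near the floor of the arrays limit the unfiltered values.

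For the lines at days 0, 7 and 14, the arrays of the day alone called 15, 12 and 6 probe sets, with fewer residual degrees of freedom. Without clone wt22 there were 965, 1338 and 847 and 173 genes on all days, and without clone wt36 801, 791 and 1312 and 181 genes; these fits take the spread of a lone clone from the parental arrays. Without shifted arms 96, 42 and 64 were called. The arms left out held many of the calls: of 68, 87 and 100 lower genes in the main fit, 22, 36 and 31 lay on 18q and 14, 16 and 10 on 14q. With only probe sets of 1 gene tested 127, 218 and 171 were called. Without a fold threshold day 7 had 358, and days against day 0 had 5384 and 4588 (SaOS-2 and Sa/CD99, day 7) and 4208 and 4985 (day 14). Quantile normalization of the tested probe sets alone gave 122 at day 0 and 1 for each interaction. Without the day 7 arrays day 14 had 82 and its interaction 0. Without filters there were 4348 in SaOS-2 and 3815 in Sa/CD99 at day 7 and 4 for the day 14 interaction. Array weights gave 1654 in Sa/CD99 at day 14 and 1 for the day 14 interaction, and a prior with a trend 0 for the latter.

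With the replicate as a block, the counts over time were 2964 and 2175 in SaOS-2 and 2553 and 2745 in Sa/CD99, and 0 and 5 for the interactions. In the parental arrays the block rests on a number alone. The cell cycle list of Sa/CD99 at day 7 (-0.40) and the interferon interaction at day 7 (-0.19) no longer passed with the block, and it changed the call of no other list. With the line as a random block (consensus correlation 0.194) the collagen list at day 14 (-0.26) did not pass.

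Between lines, the osteoblast list at day 0 turned to -0.0028 with the mean over probe sets and to -0.092 without members on shifted arms. The TGF-beta list at day 7 turned to -6.283e-05 without filters, with the signal filter alone and without members on shifted arms. At day 0 it newly passed without filters (-0.091) and by fry (-0.068). Without members on shifted arms, AKT at day 0 (-0.081), epithelial-mesenchymal transition at day 7 (-0.21), TGF-beta at day 14 (-0.10) and collagen at day 14 (-0.38) no longer passed; collagen also did not by fry (-0.26) or with the mean over probe sets (-0.24). The interferon list of SaOS-2 at day 14 did not pass with the signal filter alone (0.21).

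With an estimated correlation, the following no longer passed. Between lines these were AKT at day 0 (-0.14), epithelial-mesenchymal transition at day 7 (-0.30), TGF-beta (-0.22) and collagen (-0.26) at day 14, 8p on each day (0.26, 0.28 and 0.33) and 1q at days 7 and 14 (0.25 and 0.23). Over time they were interferon (0.35 and 0.26), cholesterol (0.59 and 0.44) and glycolysis (-0.94 and -0.87) in SaOS-2 at days 7 and 14, the cell cycle (-0.45) there at day 14, cholesterol (0.78 and 0.53), glycolysis (-0.87 and -0.82) and the cell cycle (-0.40 and -0.36) in Sa/CD99 and TGF-beta (-0.64) there at day 14. Of the interactions, interferon (-0.19 and -0.24) and cytokines (-0.38) did not pass. Without clone wt22, 8p lay at -0.0087, 0.0025 and -0.042. CD99 by the probe set of lower mean signal (-4.60, -4.17 and -3.23) has the other sign than the one that stands for the gene.

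Leaving out 1 array at a time gave 13 to 263, 21 to 511 and 18 to 329 probe sets between the lines, 1083 to 2015 in SaOS-2 at day 14, 0 to 6 for the day 14 interaction and 5 to 45 genes on all days. List medians ranged from -0.025 to 0.11 (osteoblast, day 0), 0.066 to 0.17 (day 7), -0.093 to 0.15 (day 14), -0.12 to -0.0058 (TGF-beta, day 0), -0.13 to 0.11 (day 7), -0.25 to -0.19 (day 14), -0.50 to -0.27 (epithelial-mesenchymal transition, day 0), -0.23 to -0.11 (AKT, day 0) and -0.49 to -0.026 (collagen, day 14). They were 0.22 to 0.29 for interferon in SaOS-2 at day 14, -0.42 to -0.29 for the cell cycle in Sa/CD99 at day 7, and for interactions -0.27 to -0.14 and -0.31 to -0.19 (interferon) and -0.44 to -0.17 (cytokines). For 8p they ran from -0.0087 to 0.51, 0.0025 to 0.55 and -0.042 to 0.71.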

Other observations

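Gene groups not yet described over time held further changes. VLDLR, a lipoprotein receptor listed with endoplasmic reticulum stress genes, fell in SaOS-2 (log2 fold change -1.93 and -1.86 at days 7 and 14, SE 0.13) and in the arrays labelled Sa/CD99 (-1.56 and -1.74). In that list of 14 genes, 2, 1, 0 and 3 were higher and 3, 4, 3 and 3 lower in SaOS-2 at days 7 and 14 and Sa/CD99 at days 7 and 14, and the set did not pass (adjusted p = 0.378, 0.235, 0.343 and 0.737). Adjusted over the list alone the counts were 2, 1, 1 and 3 higher and 3, 4, 3 and 4 lower. AKT and PI3 kinase genes had 5 and 4 of 18 higher at day 7 (set adjusted p = 0.112 in SaOS-2 and 0.0557 in Sa/CD99), among them the phosphatase INPP4B (1.34 and 0.93), the phosphatase subunit PPP2R5C (1.24 and 1.25) and the transcription factor FOXO3 (0.84 and 0.74), with the same counts adjusted over the list alone. In the apoptosis list PMAIP1 rose in each comparison of days (1.97 and 1.30 in SaOS-2 and 0.99 in Sa/CD99 at day 14 among them), and the set did not pass (adjusted p = 0.848, 0.937, 0.955 and 0.999; its median and mean were -0.03 and 0.06 in Sa/CD99 at day 7, and at day 14 both lay above 0 while the test pointed down).

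Stroma and muscle markers moved in both directions. The smooth muscle gene TAGLN fell in each line at both times (-2.32 and -1.48 in SaOS-2, -2.16 and -1.78 in Sa/CD99), and the growth factor receptor PDGFRA rose (1.08 and 1.37, 0.94 and 1.47). In SaOS-2 the fibroblast protease FAP rose (2.01 and 1.87, SE 0.57). The stroma list did not shift as a set (adjusted p = 0.848 and 0.937 in SaOS-2, 0.639 and 0.954 in Sa/CD99), nor did muscle markers, of which MYH3 and the cardiac actin ACTC1 (-1.21 and -0.63 in SaOS-2, -1.28 and -0.78 in Sa/CD99) fell. Among matrix genes, the proteoglycan VCAN rose (1.82 and 1.57, 2.22 and 2.36) and the basement membrane proteoglycan HSPG2 fell (-1.50 and -1.32, -1.60 and -1.72). Whether these changes differ between the lines is covered by the interaction, which called none of these genes.

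The genes called between the lines on all 3 days, by the probe set of highest mean, numbered 37. That is lower than the value quoted from the study above. With a gene counted when any of its probe sets passed on each day there were 44. Counted as probe sets there were 64, 2 higher and 62 lower, which equals the quoted value. The quoted value was given for genes, so its equality with a count of probe sets does not explain the gap in genes. The probe sets tested here also include ones without a gene, while the study kept annotated ones only. Why the counts of genes differ was not tested. The probe sets called at days 0, 7 and 14 (189, 234 and 188) stayed fewer than the study's probes of each day, quoted above. The cause of that gap was not tested.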
